A study of Homo sapiens with 9 samples. Its data were reported in "Mutant huntingtin induces neuronal apoptosis via derepressing the non-canonical poly(A) polymerase PAPD5" (2025).

How the data were processed

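A miRNA isolation kit was used to obtain small RNA from the SK-N-MC cultures, and libraries were prepared and sequenced as single-end reads by a service provider. According to the submitters' processing notes, FastQC 0.11.8, cutadapt 3.7, Bowtie 1.3.1 and SAMtools 1.13 were used. Per the study's methods, the authors trimmed adapters and low-quality bases, aligned the reads to mature human miRNAs from miRBase to obtain canonical counts, and aligned them to a custom set in which an A had been added to each miRNA to obtain adenylated counts. The authors deposited both kinds of count in one table. The number of mismatches allowed and the treatment of reads that fit several miRNAs are not given in the sources used here. These settings matter because members of one family, such as *let-7*, differ by few bases. Whatever the settings, a read that ends in an A encoded by the genome has the same sequence as a read with an added A.

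The samples were grouped from their titles, which give 3 untransfected, 3 wild-type PAPD5 and 3 mutant PAPD5 samples. The 9 value columns of the deposited table were named by running numbers. A column was to be assigned only where its name matched the labels of 1 sample. As 0 of the 9 names occurred in the labels, 9 columns were left unassigned and were used for no result. This follows from the choice to assign columns by name alone. The deposited column names identify no sample by themselves, but a link exists outside the deposit. A table of adenylation levels published with the study names its samples by group and replicate. In a single check outside the analysis, the percentages derived from the deposited counts agreed closely, for each of its samples, with those of 1 value column. That check is not among the results, and no value from it is given. Neither that agreement nor the order of the columns was used to assign them. Adenylation levels and miRNA abundance by sample or group, depth per sample and the tests planned for them are therefore not given. Values pooled over all columns would need no assignment, but they were not computed either. No error or precision was estimated.

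The results given rest only on the column of miRNA names, analysed with Python 3.11.15 and pandas 2.3.3. A row was taken as adenylated when its name ended in an extra A and the name without it was also present. Arms were read from the 5p or 3p ending of the canonical name. Lists of miRNAs were fixed before the data were examined, as was a rule for which miRNAs to name. Part of that rule rests on changes that were not computed. Some list members, such as *miR-9-5p* and *miR-124-3p*, were therefore named outside it. A list member was counted as listed when its exact name was a canonical entry.

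The pairing of each named miRNA with its hairpin genes was an input and was not derived from the deposited data or from GENCODE. Positions of these hairpin genes were taken by gene symbol from GENCODE release 44 on GRCh38 and are given from 1. The table itself holds no coordinates. A gene was given as host where a protein-coding gene or lncRNA spanned the whole hairpin on the same strand. An exonic position means overlap with an exon of at least 1 annotated transcript, and an intronic one means no such overlap.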

Results

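Small RNA-seq was performed on SK-N-MC cells to ask whether extra PAPD5 changes how often miRNAs carry an added adenosine at their 3′ end. The study describes the line as human neuroblastoma. Its reporting form states that SK-N-MC is registered as misidentified, as a sarcoma, and that its own cells came from another supplier. PAPD5 (TENT4B) belongs to the non-canonical poly(A) polymerases, which add adenosine to the 3′ ends of RNAs. The labels describe 9 samples in 3 groups of 3 biological replicates each. One group was left untransfected, one overexpressed wild-type PAPD5, and one overexpressed PAPD5 carrying D256A and D258A, a pair of changes that remove its catalytic activity. The wild-type and mutant groups were both transfected with plasmid DNA, whereas the untransfected group received none.

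No level, depth or difference between groups is reported. The deposited table held 9 columns of values under running sample numbers, and 0 of these 9 column names occurred in any label of the samples. Columns were assigned by name alone, so no column was given a sample or a group and no result here rests on their values. This was a choice of procedure. In a check outside the analysis, adenylation percentages derived once from the columns agreed closely with those of a single named sample each in a table published with the study. That agreement was not used, and its values are not given. The comparisons that the design implies, namely wild-type PAPD5 against untransfected cells, wild-type against mutant PAPD5, and mutant PAPD5 against untransfected cells, were not made. What follows describes which miRNAs the table could report on. Reads were aligned to mature human miRNAs from miRBase, so annotated names were likely to be listed whatever the cells expressed. The counts of listed names below check naming and are no finding about the cells.

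The table had 5312 rows, each with a distinct human miRNA name. They formed 2656 pairs. Each pair held a canonical entry, for the mature miRNA as annotated, and an adenylated entry, for the same miRNA with an A added to its 3′ end. Of the canonical names, 910 ended in the 5p arm of the hairpin, 918 ended in the 3p arm, and 828 carried no arm. Both arms were listed for 863 name stems.

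The miRNAs that the study singled out were all listed with both entries. For *TAB2*, which encodes an adaptor of the kinase TAK1, the 3 miRNAs it predicted as regulators, *let-7b-5p*, *miR-22-5p* and *miR-7-5p*, were present. The list of miRNAs that it named for raised adenylation was covered in 11 of 11 cases. That list was chosen by the study on these same samples, from miRNAs restored by *PAPD5* knockdown in its separate qPCR array. The list need not hold every miRNA with raised adenylation. It comprised *miR-7-5p*, *let-7c-5p*, *let-7g-5p*, *let-7i-5p*, *miR-10a-5p*, *miR-101-3p*, *miR-196a-5p*, *miR-28-3p*, *miR-30d-5p*, *miR-424-5p* and *miR-589-5p*. Of the miRNAs lowered by expanded CAG RNA and restored by *PAPD5* knockdown in the study's separate qPCR array, 184 were listed under the same name and 2 were not. The latter, *miR-1249* and *miR-301b*, were listed only with an arm added to the name.

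Families and tissue groups fixed before the data were examined were also looked up among the names, with the same limit. All 9 *let-7* family guide strands, all 5 *miR-30* guide strands and all 20 names chosen from the *miR-17*/*miR-92* cluster and its paralogs were listed. Of the 19 neuron-enriched names, 18 were listed, among them *miR-9-5p* and *miR-124-3p*. The exception was *miR-137* written without an arm. Markers of other cell types were listed in full, with 8 of 8 for blood and serum, 7 of 7 for muscle, 3 of 3 for liver, 7 of 7 for endothelium and stroma, and 7 of 7 for epithelium. A listed name shows only that the table had an entry for that miRNA, and not that the miRNA was detected.

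Several of the named miRNAs arise from more than 1 hairpin gene, so a mature count cannot be traced to a single locus. *miR-7-5p* arises from 3 hairpin genes in GRCh38. *MIR7-1* lies on the minus strand of chromosome 9 from 83969748 to 83969857, within *HNRNPK*, which encodes an RNA-binding protein, and overlaps an exon of at least 1 annotated transcript of that gene. *MIR7-2* lies on the plus strand of chromosome 15 from 88611825 to 88611934, with no annotated protein-coding gene or lncRNA spanning it on that strand. *MIR7-3* lies on the plus strand of chromosome 19 from 4770670 to 4770779, in an intron of the lncRNA gene *MIR7-3HG*. *miR-101-3p* arises from 2 hairpin genes. *MIR101-1* is in an intron of the kinase gene *JAK1* on chromosome 1, from 65058434 to 65058508, and *MIR101-2* is in an intron of *RCL1* on chromosome 9, from 4850297 to 4850375. *miR-196a-5p* also arises from 2 hairpin genes, and each lies in an intron of a homeobox gene. *MIR196A1* is in *HOXB7* on chromosome 17, from 48632490 to 48632559. *MIR196A2* is in *HOXC6* on chromosome 12, from 53991738 to 53991847, and also in an intron of an overlapping protein-coding gene annotated without a symbol, ENSG00000273049.

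The remaining predicted *TAB2*-targeting miRNAs each arise from 1 hairpin gene. *MIR22* lies on chromosome 17 from 1713903 to 1713987 and overlaps an exon of its lncRNA host gene *MIR22HG*. *MIRLET7B* lies on chromosome 22 from 46113686 to 46113768 and overlaps an exon of *MIRLET7BHG*. *MIR21*, the gene of *miR-21-5p*, a known PAPD5 substrate, lies on chromosome 17 from 59841266 to 59841337 and overlaps an exon of at least 1 transcript of *VMP1*.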

Values the study reported

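The study's qPCR array covered 751 human miRNAs. It reported 186 whose loss under expanded CAG RNA was reversed by depleting *PAPD5*. By small RNA-seq, 11 of these 186 were reported to have adenylation raised by wild-type PAPD5 but not by the catalytically inactive mutant. The 186 need not be the number tested, as levels were calculated only for miRNAs above a cutoff in adenylated counts. The study described the rise in adenylated forms as not substantial. For a member of the 11, its test also separated mutant PAPD5 from untransfected cells. Adenylation of the predicted *TAB2*-targeting miRNAs outside the 11 was reported as unaltered.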

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

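The alternatives planned for adenylation, abundance, the list tests and the other comparisons were not run, since columns were assigned by name alone and no value column was given a sample. No paired analysis was possible because, under that rule, no column has a replicate number, although the labels number replicates alike in the 3 groups. This limit came from the choice of rule and not from the design of the study. One alternative, chosen after seeing the data, let a list name without an arm match the same name with an arm. It added 2 names to the 184 listed for the qPCR array and raised the neuron-enriched list from 18 to 19 names, and it changed the count of no other list.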
